# The Co-Injection of Somatic Cells with Embryonic Stem Cells Affects Teratoma Formation and the Properties of Teratoma-Derived Stem Cell-Like Cells

**DOI:** 10.1371/journal.pone.0105975

**Published:** 2014-09-02

**Authors:** Seung Pyo Gong, Boyun Kim, Hyo Sook Kwon, Woo Sub Yang, Jae-Wook Jeong, Jiyeon Ahn, Jeong Mook Lim

## Abstract

The aim of this study was to assess the biological reactions triggered by stem cell transplantation related to phenotypic alteration, host-to-cell response, chromosomal stability, transcriptional alteration, and stem cell-like cell re-expansion. B6CBAF1 mouse embryonic stem cells (ESCs) were injected subcutaneously into homologous or heterologous (B6D2F1) recipients, and heterologous injections were performed with or without co-injection of B6D2F1 fetal fibroblasts. All homologous injections resulted in teratoma formation, whereas a sharp decrease in formation was detected after heterologous injection (100 vs. 14%; *p*<0.05). The co-injection of somatic cells in heterologous injections enhanced teratoma formation significantly (14 vs. 75%; *p*<0.05). Next, ESC-like cell colonies with the same genotype as parental ESCs were formed by culturing teratoma-dissociated cells. Compared with parental ESCs, teratoma-derived ESC-like cells exhibited significantly increased aneuploidy, regardless of homologous or heterologous injections. Repopulation of the parental ESCs was the main factor that induced chromosomal instability, whereas the co-injection of somatic cells did not restore chromosomal normality. Different genes were expressed in the parental ESCs and teratoma-derived ESC-like cells; the difference was larger with parental vs. heterologous than parental vs. homologous co-injections. The co-injection of somatic cells decreased this difference further. In conclusion, the host-to-cell interactions triggered by ESC transplantation could be modulated by co-injection with somatic cells. A mouse model using homologous or heterologous transplantation of stem cells could help monitor cell adaptability and gene expression after injection.

## Introduction

The transplantation of stem cells into living recipients causes several biological reactions in both the transplanted cells and recipient. First, the injected cells might trigger host-to-cell immune responses; the regulation of this reaction is essential for successful migration and homing after transplantation. Second, the injected stem cells might respond unexpectedly to the unfamiliar microenvironment. Several reports have suggested that various cellular changes occur after exposure to different microenvironments [1]–[4], and that the host microenvironment stimulates cellular plasticity to generate both normal and cancer cell progenitors [5], [6]. Genetic instability and an altered phenotype are also common after transplantation [7], [8]. Understanding all the events that accompany injection will contribute significantly to the development of clinically useful transplantation technologies and novel strategies for regenerative medicine.

A suitable model is required to monitor the wide spectrum of transplantation-related cellular events. In this study, we introduced a model of stem cell and somatic cell co-injection and then monitored the donor-to-stem cell interactions by modulating donor-recipient homogeneity and injection methods. We used this model to examine the various biological reactions triggered by stem cell transplantation, including phenotypic changes, host-to-cell responses, chromosomal stability, transcriptional alteration, and stem cell-like cell re-expansion in neoplastic tissues. We employed F1 mouse embryonic stem cell (ESC) donors, homologous or heterologous ESC recipients, and somatic cells homologous to the recipients to provide different environments for ESC transplantation.

## Materials and Methods

### Experimental design

A total of 1×10^7^ B6CBAF1 ESCs in 100 µl phosphate-buffered saline (PBS; GIBCO Invitrogen, Grand Island, NY) were injected subcutaneously into four homologous or seven heterologous (B6D2F1) recipients. For heterologous co-injections, somatic cells homologous to the recipients were co-injected with B6CBAF1 ESCs (a somatic cell: ESC ratio of 1∶4; 1×10^7^ cells/100 µl PBS) into four heterologous (B6D2F1) recipients. Mouse fetal fibroblasts (MFFs) were employed as the homologous somatic cells. As a control, vehicle (100 µl PBS only) or somatic cells alone (1×10^7^ cells in 100 µl PBS) were injected into two homologous recipients. The transformation of the injected cells was monitored 5 weeks after injection by biopsy after surgical collection, and the neoplastic tissues were subsequently cultured *in vitro* following enzymatic dissociation. Phenotypic observations were made, and the expression of specific markers was monitored. If the neoplastic tissue cultures yielded ESC-like cells, differentiation activity *in vitro* and chromosome normality were also evaluated. After the various co-injections, whole genome expression of parental ESCs was compared with that of the repopulated ESC-like cells using DNA microarrays.

### Experimental animals

Two F1 hybrid mice were produced by mating female C57BL/6 with male DBA2 or CBA/ca mice and were maintained in the Laboratory of Stem Cell and Bioevaluation at Seoul National University under controlled lighting (14∶10-hour light-dark cycle), temperature (20–22°C) and humidity (40–60%). All procedures for animal management, breeding, and surgery followed the standard protocols of Seoul National University, Korea. The experimental samples were managed appropriately, and quality control of the laboratory facility and equipment were performed. The Institutional Animal Care and Use Committee Review Board at Seoul National University approved the research proposal (approval number: SNU-070423-4), including permission for all methods used for animal treatment and euthanasia based on regulation using the 3Rs (replacement, reduction, and refinement). All cell injection procedures were performed after tranquilization through intraperitoneal injection of 0.25% Avertin (2, 2,–tribromoethyl alcohol, Sigma–Aldrich, St. Louis, MO) at 0.01 ml per gram of body weight. Those cell recipients with formation of neoplastic masses in their abdomen were euthanized by cervical dislocation, and teratoma tissues were isolated. All efforts were made to minimize suffering.

### Preparation and culture of ESCs and somatic cells

ESCs and somatic cells were used as the donor cells for co-injection. B6CBAF1 ESCs used in this study were established in our previous study via the expansion of inner cell mass of the blastocyst which was derived from mating female C57BL/6 and male CBA/ca mice [9]. To derive MFFs, 13.5-day post-coitus fetuses from the B6D2F1 and ICR strains were sacrificed, and their visceral organs, heads, and extremities were removed under a microscope. The MFFs were then collected from the remaining tissue after dissociation using 0.04% trypsin-EDTA (GIBCO Invitrogen). ESCs were cultured on a mitotically-inactivated ICR MFF monolayer treated with 10 µg/ml mitomycin C (Sigma-Aldrich) in Dulbecco's modified eagle's medium (DMEM; GIBCO Invitrogen) containing 2 mM L-glutamine (Sigma-Aldrich), 0.1 mM β-mercaptoethanol (GIBCO Invitrogen), 1% (v/v) nonessential amino acids (GIBCO Invitrogen), 1% (v/v) penicillin/streptomycin (GIBCO Invitrogen), 15% FBS, and 1,000 units/ml mouse leukemia inhibitory factor (LIF; Chemicon, Temecula, CA). The somatic cells were cultured in the same basal medium supplemented with 10% FBS and 1% (v/v) penicillin/streptomycin.

### Co-injection and derivation of cell lines from teratomas

Prior to use in allografts, the ESCs were characterized by monitoring stemness-specific gene and protein expression, karyotypes, and differentiation activity. A total of 1×10^7^ cells (somatic cell: ESC ratio of 1∶4) were injected subcutaneously into B6CBAF1 or B6D2F1 hybrid mice. After 5 weeks, the teratomas were retrieved and dissociated in DMEM containing 0.25% trypsin/EDTA and 750 units/ml collagenase type I (Sigma-Aldrich) at 37°C for 30 min. The cells that dissociated from teratomas were then cultured on a mitotically inactivated ICR MFF monolayer in ESC culture medium containing 2,000 units/ml mouse LIF.

### Characterization of parental ESCs and re-expanded ESC-like cells

To characterize the expression of stem cell-specific markers, after the 20^th^ subculture, cells were washed in PBS lacking Ca^2+^ and Mg^2+^ and fixed in 4% (v/v) formaldehyde (Sigma-Aldrich) at room temperature for 10 min. After two washes with PBS, the samples were immunostained with antibodies against Oct-4 (Santa Cruz Biotechnology, Santa Cruz, CA) for 1 h at room temperature. To detect antigen/antibody complexes, the samples were incubated with FITC-conjugated goat anti-mouse IgM secondary antibodies (Molecular Probes, Eugene, OR) for 1 h at room temperature. The nuclei were counterstained using DAPI (Sigma-Aldrich). The stained images were captured using laser scanning confocal microscopy (Bio-Rad, Hemel Hempstead, UK). In addition, the alkaline phosphatase activity of the samples was assessed using Fast Red TR/naphthol AS-MX phosphate (Sigma-Aldrich).

Reverse transcription (RT)-PCR was performed to identify stem cell-specific gene expression in ESCs and ESC-like cells. Total RNA was extracted from the samples using an RNeasy Plus Mini Kit (Qiagen, Valencia, CA) according to the manufacturer's instructions. The cDNAs were synthesized using the SuperScript III First-Strand Synthesis system (Invitrogen) and were PCR-amplified using specific primers. The PCR products were size-fractionated using 1.2% agarose gel electrophoresis (Bioneer, Seoul, South Korea) and visualized using ethidium bromide (EtBr) staining (Bioneer). The sequences of all primers used for PCR amplifications are shown in Table 1.

**Table 1:** Primer sequences

Genes	Accession Number	Primer sequence		Product Size (bp)
		Sense (5′>3′)	Anti-sense (5′>3′)	
*β-actin* (RT)	NM_007393	ACCGTGAAAAGATGACCCAG	TCTCAGCTGTGGTGGTGAAG	273
*β-actin* (R-T)	NM_007393	TACCACAGGCATTGTGATGG	TCTTTGATGTCACGCACGATT	201
*Oct-4* (RT)	NM_013633	GAAGCCCTCCCTACAGCAGA	CAGAGCAGTGACGGGAACAG	297
*Nanog* (RT)	NM_028016	CCCCACAAGCCTTGGAATTA	TCAAATCCCAGCAACCACA	255
*Cripto* (RT)	NM_011562	CTTTAAGCAGGGAGGTGGTG	TAAAGCCATCTGCCACAATG	195
*Rex-1* (RT)	NM_009556	ACATCCTAACCCACGCAAAG	TGATTTTCTGCCGTATGCAA	294
*Nestin* (R-T)	NM_016701	TAGAGGTGCAGCAGCTGCAG	AGCGATCTGACTCTGTAGAC	170
*Smooth muscle actin* (R-T)	NM_007392	ACTGGGACGACATGGAAAAG	CATCTCCAGAGTCCAGCACA	240
*Alpha fetoprotein* (R-T)	NM_007423	TGCACGAAAATGAGTTTGGGA	TTGCAGCCAACACATCGCTA	159
*Pax6* (R-T) [13]	NM_001244201	AGTTCTTCGCAACCTGGCTA	GTGTTCTCTCCCCCTCCTTC	186
*Kdr* (R-T) [14]	NM_010612	GGCGGTGGTGACAGTATCTT	CTCGGTGATGTACACGATGC	189
*Bmp1* (R-T)	NM_009755	TGAGGTGAATGGGGTGAAGC	TGTGGGCAGAGTAGCCATTG	167
*Ngf* (R-T)	NM_013609	GTGAACATGCTGTGCCTCAAG	GCGGCCAGTATAGAAAGCTG	186
*Tgfb3* (R-T)	NM_009368	GATCACCACAACCCACACCT	AGGTTCGTGGACCCATTTCC	195
*Wnt5a* (R-T)	NM_009524	TGACAATCAGGAGGCGTGAG	GGGCGTGATTGTGCAAAAGA	197
*Wnt8a* (R-T)	NM_009290	GGGAACGGTGGAATTGTCC	CAGCCGCAGTTTTCCAAGTC	163

RT, reverse-transcriptase PCR; R-T, real-time PCR.

For *in vitro* differentiation, parental ESCs and neoplastic tissue-derived ESC-like cells were cultured in LIF-free medium to induce embryoid body (EB) formation. On day 7 of culture, EBs were retrieved, and the expression levels of α-fetoprotein (*AFP*; endodermal), *nestin* (ectodermal), *Pax6* (ectodermal), *Kdr* (mesodermal), and smooth muscle actin (*SMA*; mesodermal) were monitored using quantitative PCR.

To evaluate chromosomal normality in ESCs and ESC-like cells, karyotype analysis was performed on passage 20 cell culture. The cells were collected by trypsinization and then suspended in hypotonic 0.075 M KCl solution (Sigma-Aldrich) at 37°C for 15 min. They were subsequently fixed in a 3∶1 mixture of methanol and acetic acid (both Sigma-Aldrich). Chromosome spreads were produced by dropping the solution onto slides followed by staining with Giemsa solution (GIBCO Invitrogen). The number of chromosomes within a cell was counted visually under a microscope. At least 17 cells in metaphase were counted in each group, and cells harboring 40 chromosomes were regarded as normal.

### DNA microsatellite analysis

To perform microsatellite analysis of the re-expanded ESC-like cells, genomic DNA was extracted using an AccuPrep Genomic DNA Extraction kit (Bioneer) following the manufacturer's instructions. Three specific mouse microsatellite primers (D15Mit159, D3Mit200, and D11Mit4) were obtained from a public database (Center for Inherited Disease Research [CIDR], Mouse Marker Set) and used to PCR-amplify the extracted genomic DNA at three microsatellite loci. The PCR products were size-fractioned on 3% agarose gels and visualized using EtBr staining.

### Analysis of DNA microarrays

Affymetrix chip data from the samples were generated from DNALINK incorporation (Seoul, Korea) according to standard protocols for microarray data analysis. After hybridization and staining of the arrays (Affymetrix GeneChip Mouse Gene 1.0 ST Array), images were acquired using an Affymetrix GeneChip Scanner 3000 7G, and the intensity obtained from each probe was extracted using Affymetrix GCOS software. All data were processed using a robust multi-array average (RMA) algorithm. The expression values were computed from CEL files by the applying RMA model of the probe-specific correction of perfect-match probes. These corrected values were then normalized via quantile normalization, and the resultant expression values were log_2_ transformed. The genes exhibiting a more than two-fold change in expression relative to the control were defined as differentially expressed genes (DEGs). Gene ontology (GO) annotation for DEGs was performed subsequently using DAVID bioinformatics resources (http://david.abcc.ncifcrf.gov; Tables S1–S7 in File S1). The microarray data were deposited in NCBI's Gene Expression Omnibus (GEO Series accession number: GSE58725).

### Quantitative PCR

To compare the relative mRNA levels in samples, cDNA synthesized from total RNA was quantified using real-time PCR and a DyNAmo SYBR Green qPCR Kit (Finnzymes, Espoo, Finland). The mRNA level of each gene was normalized to that of *β-actin* and defined as 2^-ΔΔCt^, where Ct  =  the threshold cycle for target amplification, ΔCt  =  Ct_target gene_ – Ct_internal reference (*β-actin*)_, and ΔΔCt  =  ΔCt_sample_ – ΔCt_calibrator_.

### Statistical analyses

A generalized linear model (PROC-GLM) in the Statistical Analysis System (SAS) program was used for statistical analysis. When analysis of variance (ANOVA) in the SAS package detected a significant main effect, the least squares method was conducted. Significant differences among treatments were defined as *p*<0.05.

## Results

### ESC injection with or without somatic Cells

A total of 19 injections were performed: four controls (vehicle and homologous somatic cell injection without ESCs), four single ESC line injections into homologous recipients, seven single ESC line injections into heterologous recipients, and four ESC and somatic cell co-injections into heterologous recipients. As shown in Table 2, a significant model effect was observed for teratoma formation after the cell injections (*p* = 0.0034). Control treatment did not induce teratoma formation, whereas all homologous injections (*n* = 4) induced formation. This activity was decreased significantly (100 vs. 14%; *p*<0.05) after heterologous injection without the co-injection of somatic cells. However, heterologous treatment with the co-injection of somatic cells re-established teratoma formation (75%; *p*<0.05 vs. heterologous injection without somatic cells).

**Table 2:** Teratoma formation upon subcutaneous injection of embryonic stem cells (ESC) with or without somatic cells.

Types of treatments		Type of transplantation	Genotype		Recipient strains	No. of injections	No. (%)^b^ of	
Stem cell injection^a^	Co-injected cell		ESC	Co-injected cell			Teratoma formed	ESC-like colonies repopulated^c^
No	None (vehicle)	N/A	N/A	None	B6D2F1	2	0 (0)^d^	N/A
No	Somatic cells (fetal fibroblasts)	N/A	N/A	B6D2F1	B6D2F1	2	0 (0)^d^	N/A
Yes	None	Homologous	B6CBAF1	None	B6CBAF1	4	4 (100)^e^	4 (100)^d^
Yes	None	Heterologous	B6CBAF1	None	B6D2F1	7	1 (14)^d^	1 (14)^e^
Yes	Somatic cells (fetal fibroblast)	Heterologous	B6CBAF1	B6D2F1	B6D2F1	4	3 (75)^e^	3 (75)^d^

Model effect of treatments in teratoma formation and ESC-like colony repopulated was 0.0034 and 0.0064, respectively (p value).

a Total 1×10^7^ cells with 1∶4 ratio of fetal fibroblasts and ESC in 100 µl PBS were injected.

b Percentage of the number of injections.

c Only three groups (homologous and heterologous injections) were statistically compared.

de Different superscripts indicate significant difference among the treatments, p<0.05.

### Repopulation and characterization of ESC-like cells

Three groups of homologous and heterologous injections yielded eight teratomas, which all formed ESC-like colonies after culturing; there was a significant model effect among the three groups (Table 2, *p* = 0.0064). A sufficient number of colonies were obtained from all groups to allow establishment of an ESC-like cell line. All colonies derived from the teratomas had ESC-like characteristics including morphology, alkaline phosphatase activity (Fig. 1A), and expression of stemness-related genes and proteins, such as *Oct-4*, *Nanog*, *Cripto*, and *Rex-1* genes (Fig. 1B) and Oct-4 protein (Fig. 1C). A short tandem repeat microsatellite analysis confirmed the genetic matching of ESC-like cells with parental ESCs (Fig. 1D). Both parental ESCs and ESC-like cells repopulated after co-injection of ESCs with MFF formed embryoid bodies (EBs); however, the two EB populations coexpressed different levels of three germ layer-specific genes (Fig. 1E). Significantly elevated expression of *AFP* (endodermal) and *Nestin* (ectodermal) was detected in ESC-like cells relative to parental ESCs, whereas the expression of *Pax6* (ectodermal) and *Kdr* (mesodermal) was reduced significantly in ESC-like cells. No difference in the expression of *SMA* (mesodermal) was detected.

**Figure 1:**
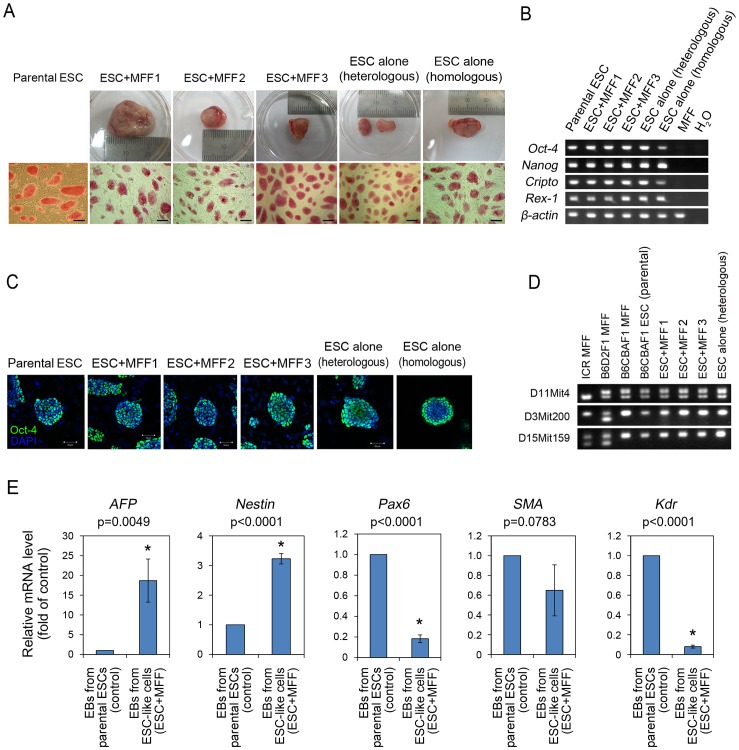
Establishment of embryonic stem cell (ESC)-like cells by the culture of teratomas derived from the co-injection of ESC and somatic cells. (A) Image of teratomas and colony-forming, ESC-like cells after alkaline phosphatase (AP) staining (B) Identification of stem cell-specific *Oct-4*, *Nanog*, *Cripto* and *Rex-1* gene expression and (C) Oct-4 translation by RT-PCR and immunostaining (scale bar  = 50 µm). All ESC-like cell colonies established showed similar morphology, AP activity and expression level of ESC-specific genes and protein with parental ESCs. (D) Short tandem repeat microsatellite analysis of established ESC-like cell colonies. All teratoma-derived, ESC-like cell lines were genetically matched with parental ESCs. (E) Germinal layer-specific gene expression in embryoid bodies (EBs) derived from parental ESCs and teratoma-derived ESC-like cells. The EBs from ESC-like cells showed the significant differences in *AFP*, *Nestin*, *Pax6*, and *Kdr* gene expression while they did not show the difference in *SMA* gene expression compared to the EBs derived from parental ESCs. ANOVA-DUNCAN was employed for statistical analysis and asterisks indicate significant differences.

As shown in Fig. 2, karyotype analysis demonstrated a significant model effect of chromosome normality between parental ESCs and repopulated ESC-like cells (*p* = 0.0003). Compared with the 94% normal diploid chromosome number in parental ESCs, a sharp increase in aneuploidy was detected in repopulated ESC-like cells, regardless of co-injection with somatic cells (38 to 55%; *p*<0.05).

**Figure 2:**
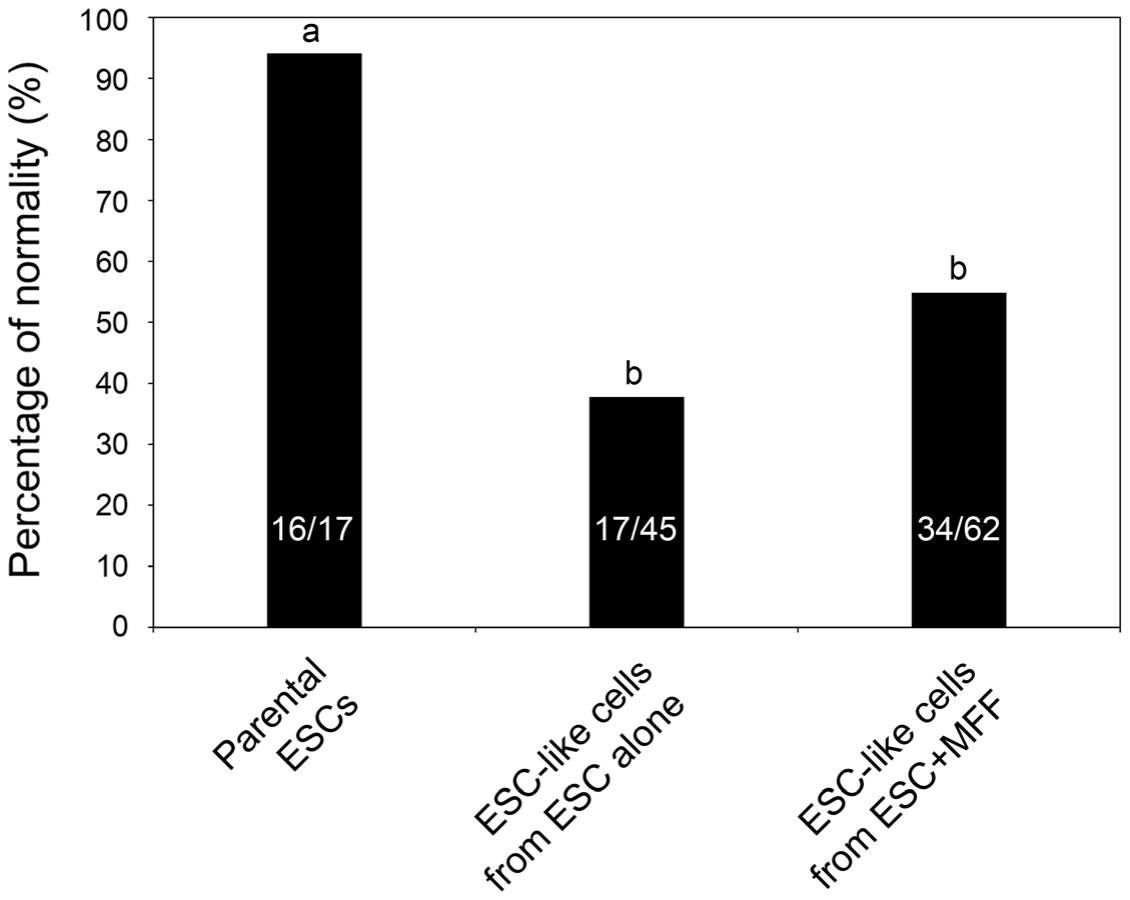
Chromosome normality of repopulated embryonic stem cell (ESC)-like cells after co-injection of ESCs and somatic cells. The normality was compared between parental ESCs and ESC-like cells repopulated from teratomas. PROC-GLM in SAS detected remarkable decreases of chromosome normality in all ESC-like cells repopulated compared to parental ESCs (p = 0.0003). The numbers within bars indicate the number of normal cells/the number of total cells counted. Different letters^a,b^ indicate significant difference among the groups, p<0.05.

### Gene expression profiling

Gene expression profiles were generated from five cell populations: parental ESCs and four ESC-like cell populations (homologous ESC alone, heterologous ESC alone, ESCs with MFF batch 1, and ESCs with MFF batch 2). 

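RNA from the 5 cell populations was hybridized to Affymetrix GeneChip Mouse Gene 1.0 ST arrays, on which several short probes spread along a gene form a probe set. Parental ESCs were the B6CBAF1 line before injection, and the ESC-like cells were grown out of teratomas collected 5 weeks after injection into B6CBAF1 mice (homologous) or B6D2F1 mice (heterologous). For co-injection, 1 part of B6D2F1 fetal fibroblasts (MFF) was mixed with 4 parts of ESCs. Parental ESCs and cells from teratomas were both cultured on a layer of inactivated ICR fetal fibroblasts. The paper gives a higher concentration of leukemia inhibitory factor (LIF) for the cells from teratomas than for ESCs. Its effect on the differences from parental ESCs was not tested. The authors extracted probe intensities with GCOS, corrected and quantile-normalized them with the robust multi-array average (RMA) algorithm and deposited log2 expression values for 35556 probe sets per array. The array medians lay between 7.48 and 7.54. Differences were taken between these log2 values, and a probe set was counted when it differed more than 2-fold, which is the fold rule of the paper; a difference of 1 on the log2 scale is 2-fold. A gene symbol was available for 21789 probe sets with exactly 1 symbol, which stand for 19938 genes; a gene with several probe sets is given by the one with the highest mean value. Each condition had 1 array except co-injection (n = 2), so differences between conditions have no replicate check, no p-value is given for them, and the number of arrays limits their precision. SDs below are those of the 2 co-injection arrays, which the paper names batch 1 and batch 2.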

Clustering analysis revealed 1,856 differentially-expressed probes (DEPs; defined as >2-fold change) among the cell populations (Fig. 3A). 

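Fabp7, a fatty acid binding protein of neural progenitors, is an example of a gene that differed between the populations. Its log2 value was 6.99 in parental ESCs and 7.92 and 8.05 in the co-injection arrays. It was 9.32 in the homologous array and 11.64 in the heterologous array. By this gene the co-injection arrays lay nearer to parental ESCs than to the homologous array, unlike in the comparison over all probe sets. Across all probe sets the 2 co-injection arrays were closest to each other (r = 0.997 across probe sets, which are not independent replicates), and the homologous array was next to them (r = 0.993 with batch 1 and 0.992 with batch 2). In total, 2489 probe sets differed more than 2-fold from parental ESCs in at least 1 of the 4 ESC-like arrays, and 1588 of them have exactly 1 gene symbol. Without the heterologous array, a setting chosen after the values were seen, 1493 probe sets remained in this count. On these 2489 probe sets, hierarchical clustering with Euclidean distance and average linkage joined the 2 co-injection arrays at a distance of 17.2, then the homologous array at 30.7, then parental ESCs at 51.0, and the heterologous array last at 59.0. The homologous and co-injection arrays formed a cluster of their own also with complete linkage, with correlation distance and with all 35556 probe sets; with correlation distance the heterologous array joined this cluster before parental ESCs did.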

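In ESC-like cells from the homologous injection, genes of the naive state of ESCs were lower than in parental ESCs, foremost the transcription factor genes Tbx3 (log2 difference −3.04) and Prdm14 (−2.07). Of 15 genes of naive pluripotency, 5 were more than 2-fold lower and 1, Dppa3 with a difference of 1.94, was more than 2-fold higher. Genes of the primed epiblast lay above parental ESCs, with a median difference of 0.62 over 12 genes, 4 of them more than 2-fold higher, led by Cldn6 (1.22) and Car14 (1.15). Both list medians were more extreme than those of 10000 random lists matched on expression. Over all named genes the largest positive differences were those of Fndc3c1 (3.54), Uty (3.45), Sema6a (3.18), Eif2s3y (2.54), Mal2 (2.52) and Fam171b (2.46), and the largest negative ones those of Usp26 (−3.75), Nxf3 (−3.67), Crygd (−3.63), Slc38a5 (−3.18), Egfl6 (−3.08) and Pnma5 (−3.08). Uty and Eif2s3y are Y-linked; Fndc3c1, Usp26, Nxf3, Slc38a5, Egfl6 and Pnma5 are X-linked, and the 359 expressed X-linked genes had a median difference of −0.44 in this array. Of the genes of hypoxia and glycolysis, 3 of 17 were more than 2-fold higher, with Egln3 at 1.71 and Pdk1 at 1.62. Over the whole array, 1053 probe sets differed more than 2-fold, 539 of them higher and 514 lower than in parental ESCs; without dim probe sets 399 were higher and 426 lower.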

A comparison between the parental ESCs and ESC-like cells repopulated from the homologous injection of a single ESC line (Figure 3B) revealed 815 DEPs, of which 380 and 435 were up- and down-regulated in the repopulated cells, respectively. In contrast, the number of DEPs between the parental ESCs and ESC-like cells repopulated from the heterologous injection of a single ESC line was 1,461. 

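Fibroblast genes stood out in the array of the heterologous injection, and RNA of feeder or host fibroblasts may contribute to this. Of 25 fibroblast genes, 17 were more than 2-fold higher than in parental ESCs and none was more than 2-fold lower, with a median log2 difference of 1.70; the genes of the matrix proteins periostin and thrombospondin 2, Postn and Thbs2, led the list. Of 11 genes of contractile cells, 8 were more than 2-fold higher (median 1.87), with Tagln at 2.23 and Myl9 at 2.13. Hox genes, which encode transcription factors of body position, had a median of 0.47, 12 of 37 were more than 2-fold higher and 1 more than 2-fold lower, with Hoxa5 higher by 2.70 and Hoxb2 by 2.01. All 3 medians lay above those of 10000 matched random lists. Among neuroectoderm genes, 4 of 14 were more than 2-fold higher, with Fabp7 (4.65, or 25.1-fold) and the intermediate filament gene Nes (2.52) in front. Genes of naive pluripotency were lower, with a median of −1.18 and 9 of 15 more than 2-fold lower, and Zfp42 (Rex-1) had a difference of −1.63. Of 14 macrophage genes only Lyz2 (1.16) was more than 2-fold higher. Xist, which female somatic cells express, was higher by 1.62, against −0.0088 in the homologous array and −0.48 in the co-injection mean. The other genes with the largest positive differences were Cd109 (3.79), Lrrc32 (3.73), Cyp1b1 (3.68), Il33 (3.57) and Aspn (3.48); the lowest were the X-linked Usp26 (−3.81), Nxf3 (−3.67) and Pnma5 (−3.34), and X-linked genes as a group had a median of −0.47. In this array 1725 probe sets differed more than 2-fold from parental ESCs, 1144 of them higher and 581 lower. With the homologous array in place of parental ESCs, a setting chosen after the values were seen, the number was 940.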

Fewer DEPs were detected in the comparison between parental ESCs and ESC-like cell lines derived from co-injections (618 and 630 in batch 1 and 2, respectively). 

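Genes of epithelial cells were higher in the ESC-like cells from co-injections: the keratin genes Krt18 and Krt8 exceeded parental ESCs by 2.09 ± 0.31 and 1.90 ± 0.27 on the log2 scale (SD, n = 2), and over 12 epithelial genes the median difference was 0.70 ± 0.083 (SD of the medians, n = 2), with 3 genes more than 2-fold higher in the mean of both arrays. The epithelial list was also higher in the homologous array, which had no co-injected cells, with a median of 0.54 and 1 gene over 2-fold. Among the genes lower in the co-injection arrays were Tnc (tenascin C) at −2.80 ± 0.07, the X-linked Bgn (biglycan) at −2.68 ± 0.05 and, of the fibroblast list, Lox (lysyl oxidase) at −2.04 ± 0.04 (SD, n = 2). The fibroblast list as a whole had a median of −0.09 in batch 1, −0.0030 in batch 2 and −0.08 in their mean, with 4 of 25 genes more than 2-fold lower and 1, Mmp2 at 1.25, more than 2-fold higher; none of 44 collagen genes passed 2-fold. Of 12 trophectoderm genes, 2 were more than 2-fold higher, the same keratin genes, and 1, Gata3 at −1.16, was more than 2-fold lower. Other genes far from parental ESCs were Sema6a (3.38), the X-linked Fndc3c1 (3.29), the Y-linked Uty (2.93) and Eif2s3y (2.50), Nxf3 (−3.74) and Usp26 (−3.62), the last pair X-linked like the genes whose median was −0.50 in the mean of both arrays. Batch 1 differed from parental ESCs more than 2-fold at 807 probe sets, 230 higher and 577 lower, and batch 2 at 840, 252 higher and 588 lower; 599 probe sets were in both counts. The 2 batches differed from each other more than 2-fold at 103 probe sets, of which 98 belong to the 6617 probe sets without a gene symbol at the start of the table, and 1 of the 103 has exactly 1 gene symbol.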

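Gene lists written down before the data were examined were followed in each comparison; the DAVID annotation was not repeated, since its gene categories were not at hand. Genes of the germ layers differed mostly by single members. Of 17 endoderm genes, Dab2, an endocytic adaptor, was higher in each comparison, by 1.75 in the homologous, 3.09 in the heterologous and 1.48 ± 0.04 (SD, n = 2) in the co-injection arrays, and Sox7 was lower, by −2.23, −1.85 and −1.77 on the log2 scale. In the heterologous array 3 endoderm genes were more than 2-fold higher and 2 more than 2-fold lower. Of 19 primitive streak genes, none passed 2-fold in the homologous or co-injection arrays and 2, Wnt8a and Hoxb1, were more than 2-fold higher in the heterologous array. None of 17 mesoderm genes passed 2-fold in any comparison, with medians between −0.08 and 0.07 over the single arrays. The core pluripotency genes moved little: the median over 14 genes was −0.13 in the homologous, −0.26 in the heterologous and −0.10 ± 0.036 (SD of the medians, n = 2) in the co-injection arrays, and 3 genes in the heterologous array were more than 2-fold lower. Within families of ligands, 2 of 19 Wnt genes and 2 of 22 Fgf genes were more than 2-fold higher in the heterologous array and none in the others, and 5 of 44 collagen genes were, led by Col12a1 (2.71) and Col8a1 (2.55); of the Fgf genes, 2 in the homologous array (Fgf18 and Fgf17), 1 in the heterologous array (Fgf4) and 1 in the co-injection mean (Fgf10) were more than 2-fold lower. For reference, 9 housekeeping genes had medians of 0.02, 0.03 and 0.00 in the homologous, heterologous and co-injection arrays, and of 1015 olfactory receptor genes 1 passed 2-fold in each.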

When the four groups of DEPs derived from each comparison were subjected to functional annotation clustering analysis, the DEPs generated four major clusters: multicellular organismal development, anatomical structure development, cellular developmental process, and anatomical structural morphogenesis.

**Figure 3:**
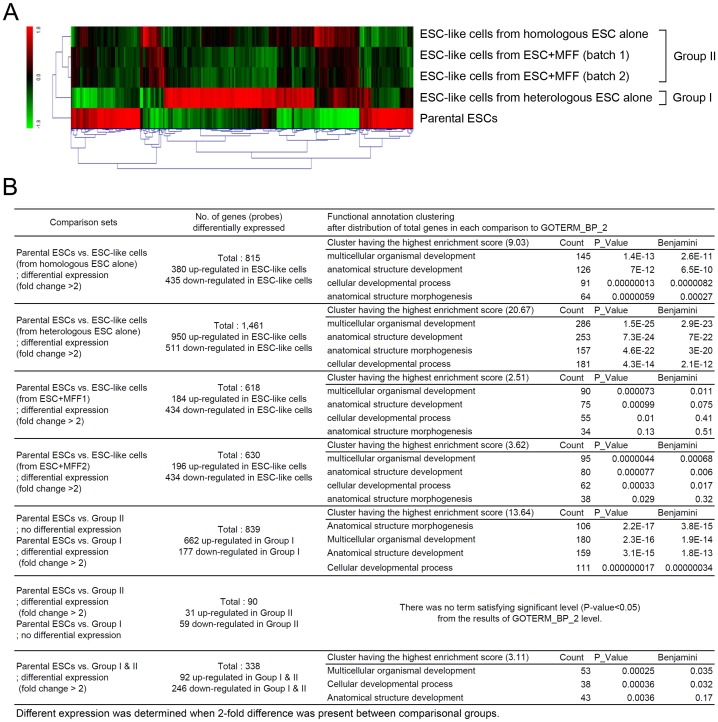
Clustering analysis and gene ontology annotation. (A) Clustering analysis was designed between parental embryonic stem cells (ESCs) and ESC-like cell lines repopulated by the culture of the teratomas following ESC injection. A heatmap for all samples was established and based on clustering result, four lines of repopulated ESC-like cells were allotted into two distinct groups according to their expression patterns. (B) From the comparisons between parental ESCs and ESC-like cells from various conditions and between parental ESCs and clustered groups, differentially expressed probes were derived. The probe sets derived from each comparison were distributed into various gene ontology terms on biological function in level 2 when analyzed by DAVID gene annotation tool. Obtained data were further analyzed by functional annotation clustering (Full gene ontology terms derived from each comparison set were listed in Table S1-S7 in File S1).

To identify the factors that influenced the differences in the number of DEPs among groups, additional comparison sets were designed based on three different expression clusters: parental ESCs, ESC-like cells repopulated after heterologous injection of ESCs alone (designated Group I), and ESC-like cells repopulated after homologous injection of ESCs alone and heterologous co-injection of ESCs and somatic cells (designated Group II). 

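Among the probe sets that differed more than 2-fold in the heterologous array (Group I) and in none of the 3 arrays of Group II, the genes with the largest differences were Il33, an alarmin cytokine, at 3.57 against 0.60 in the homologous array and 0.74 in the co-injection mean, the integrin gene Itgb8 at 3.35 against 0.28 and 0.59, Postn (periostin) at 3.30 against 0.75 and −0.86, and Thbs2 (thrombospondin 2) at 3.29 against 0.79 and 0.08. Dynap (3.23), Srpx2 (3.11, X-linked), Edil3 (3.09), Ccdc80 (3.08), Tgfb3 (3.05) and Nrp1 (2.93), the last a neuropilin receptor, came next. The set held 996 probe sets, 791 higher and 205 lower than in parental ESCs, or 586 and 143 genes. Of the 586 higher genes, 56 lie on chromosome 12 beyond Mideas in the GRCm38.p6 annotation, Itgb8 and Tgfb3 among them; this boundary was the best split of the same differences, so the number describes the set and is not a test. Group I and Group II were formed by the paper from the clustering of these arrays, so the set is described and not tested.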

As shown in Fig. 3B, 839 probe sets were differentially expressed between the parental ESCs and Group I, but not between the parental ESCs and Group II. Ninety probe sets revealed differential expression between the parental ESCs and Group II, but not between the parental ESCs and Group I, and 338 probe sets showed differential expression between the parental ESCs and both Group I and II. 

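The set of Group II alone was small and mostly lower than parental ESCs: 109 probe sets, 34 higher and 75 lower in all 3 arrays; at 1.5-fold it was 191 higher and 170 lower. It included Dppa3 (Stella), a marker of the early embryo and of germ cells, which was higher by 1.94 in the homologous array and by 1.76 ± 0.10 (SD, n = 2) in the co-injection arrays but lay at −0.21 in the heterologous array. Slc40a1 (ferroportin), with a mean difference of 1.59 over Group II, and the X-linked kinase gene Nrk (1.73) were higher as well. Tdpoz3 (−2.16), Dgkk (−1.88, X-linked), Skida1 (−1.82), Ncam1 (−1.68), Ptprj (−1.58) and the activin subunit gene Inhbb (−1.50) were lower. The number depended on the rule for Group II: it was 229 with the mean of its 3 arrays and 180 without the homologous array. In both Groups, 360 probe sets differed in one direction, 98 higher and 262 lower, among them Nxf3, Usp26, Slc38a5, Egfl6 and Pnma5, all X-linked and lower, the lens protein gene Crygd and the citrate transporter gene Slc13a5, also lower, and Sema6a, higher. If the calls of the heterologous array and those shared by Group II were independent, 4.25 higher and 5.57 lower probe sets would be in both; they are not independent, since all use the one parental array, which has no replicate.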

DAVID gene annotation demonstrated that among the DEPs represented by the 839 probe sets, the cluster with the highest enrichment score (13.64) included four GO terms: anatomical structure morphogenesis, multicellular organismal development, anatomical structure development, and cellular developmental process (*p*<0.05). 

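Of the lists of genes fixed beforehand, those of fibroblasts, contractile cells and Hox genes had the most members among the 586 genes higher in Group I alone. There were 11 of 25 fibroblast genes (0.735 from the size of the set), including Col1a1, Col1a2, Col6a3, Dcn, Pdgfra and Twist2, 6 of 11 genes of contractile cells (0.323), including Tagln, Cnn1 and Actg2, and 12 of 37 Hox genes (1.09), among them Hoxa3, Hoxb4 and Hoxc6. Fewer came from the list of TGF-beta and BMP ligands, with 4 of 23 (0.676). These were Bmp2, Tgfb1, Tgfb3 and Bmp1, the last of which encodes a protease and not a ligand. The genes of mesenchymal transition contributed 4 of 13 (0.382). Neuroectoderm contributed Pax6 and Zic1, and the primitive streak Hoxb1 and Wnt8a. Among the 143 genes lower in Group I alone were 4 of 15 naive pluripotency genes (Esrrb, Klf2, Tet2 and Tfcp2l1) and 3 of 14 core pluripotency genes (Eras, Fgf4 and Zfp42), where 0.108 and 0.100 would be drawn by size. No fibroblast gene was among them. The numbers expected from the size of a set assume a draw from all 19938 genes. They are not matched on expression, so they can be too low for lists with few dim genes. Eras is X-linked, Zfp42 and Klf2 lie on chromosome 8, and Esrrb and Tgfb3 lie on the distal part of chromosome 12. Each is a region whose genes differed from parental ESCs as a group in 1 or more of the arrays. In the heterologous array the medians were −0.47 (X), 0.04 (chromosome 8) and 0.61 (chromosome 12 beyond Mideas). Eras and Tgfb3 went in the direction of their region, while Zfp42, Klf2 and Esrrb were lower and did not.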

Among the 90 probe sets identified, there was no significant distribution of probes into specific terms in GOTERM_BP_2 level, whereas with the group of 338 probe sets, the cluster with the highest enrichment score (3.11) included multicellular organismal development and cellular developmental process (*p*<0.05).

To validate the microarray results, five pluripotency-regulatory genes (*BMP1, NGF, TGFB3, WNT5A, and WNT8A*) were selected from the 839 probes identified in the first comparison. Their expression was then assessed using quantitative RT-PCR in three different ESC-like cell lines that repopulated after heterologous injection of ESCs alone, heterologous co-injection of ESCs and somatic cells, and homologous injection of ESCs alone. All five genes showed similar gene expression patterns to those identified by microarray analysis. 

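On the arrays, Bmp1, a protease that processes procollagen, had a ratio of 0.247 ± 0.0042 (SD, n = 2) in the co-injection arrays and of 0.304 in the homologous array when the heterologous array was set to 1. Tgfb3, a ligand of the TGF-beta family, was at 0.0887 ± 0.0040 (SD, n = 2) in the co-injection arrays, with a log2 difference of −2.40 between the homologous and the heterologous array, and Wnt5a, a ligand of non-canonical Wnt signalling, at 0.0887 ± 0.0101 (SD, n = 2), with a homologous ratio of 0.146. Wnt8a, which is expressed in the primitive streak, was the one with the higher ratio in the co-injection arrays, 0.334 ± 0.0023 (SD, n = 2) against 0.208. The paper chose these genes from the probe sets that changed in the heterologous array and not in Group II, so the gap between these arrays follows from the choice. Relative to parental ESCs, the heterologous array was 5.12-fold higher for Bmp1, 8.29-fold for Tgfb3, 7.58-fold for Wnt5a and 4.91-fold for Wnt8a, while the homologous and co-injection arrays stayed within 2-fold of parental ESCs for all 4 genes. Tgfb3 lies on chromosome 12, on the part whose genes were higher as a group in the heterologous array.

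**Figure D1:**
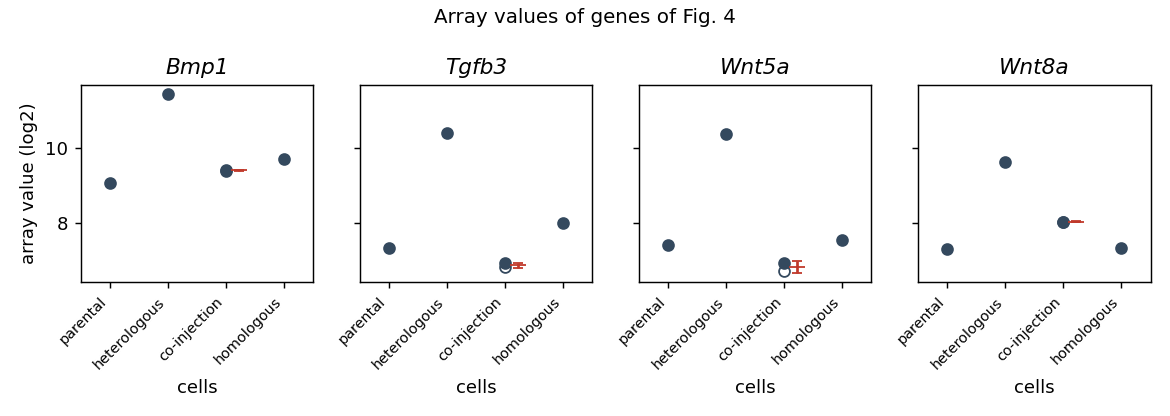
Array values (log2, vertical axis) of Bmp1, Tgfb3, Wnt5a and Wnt8a in parental ESCs and in the ESC-like cells of each condition (horizontal axis). Filled and open circles are single arrays, the open circle being co-injection batch 2, and the red bar is the mean with the SD of the 2 co-injection arrays; the heterologous array has the highest value of each gene, up to 11.42 for Bmp1.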

As shown in Fig. 4, a significant model effect was detected in three of the comparisons (*NGF*, *TGFB3*, and *WNT8A*), whereas the other two comparisons (*BMP1* and *WNT5A*) tended to differ significantly (*p*<0.08).

**Figure 4:**
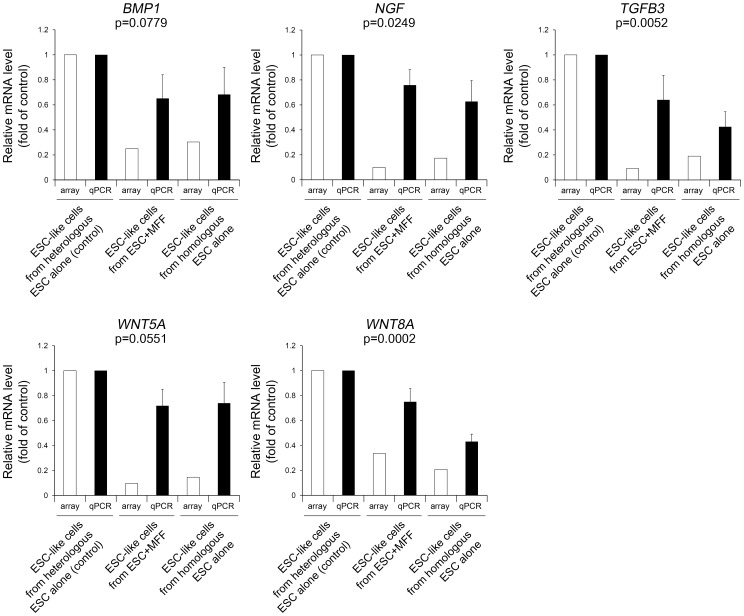
Quantification of mRNA expression. Five pluripotency-regulatory genes including *BMP1, NGF, TGFB3, WNT5A, and WNT8A* were selected from 839 probes showing both differential expression between parental ESCs and Group I and no differential expression between parental ESCs and Group II on the basis of microarray results. Three different ESC-like cells derived from the injection of heterologous ESCs alone, somatic cell co-injection with heterologous ESCs, and homologous ESCs alone were provided for quantitative RT-PCR analysis. For side by side comparison, the results were presented along with microarray results corresponding to each of genes. Similar gene expression pattern to microarray was detected in all five genes analyzed. Statistical analysis was performed by ANOVA-DUNCAN in SAS program. The p value in each graph indicates model effect among quantitative RT-PCR levels.

## Discussion

The initial aim of this study was to monitor various bio-reactions triggered by stem cell transplantation and to subsequently evaluate whether the co-injection of somatic cells with ESCs could provide contextual cues to optimize the growth and differentiation of transplanted stem cells. Based on the biological events that occurred after transplantation, the primary aim then was to examine the effects of co-injection of somatic cells with ESCs on cell engraftment. The results demonstrated that the co-injection of somatic cells with ESCs influenced host-to-cell adaptability, post-injection cell transformation and gene expression in re-expanded stem cell-like cells derived from neoplastic tissues. Finally, we examined whether transplanted cells could act as progenitors of neoplastic tissues. The results demonstrated that the expansion of aneuploid stem cell-like cells might affect the future establishment of stem cell-derived cancer stem cells, although future studies are needed for definitive conclusions.

The results of this study demonstrated that 1) homogeneity between the donor and recipient plays a critical role in stem cell activity after injection, and 2) the exposure of stem cells to recipient cells before injection alleviates the donor-host interaction. The exposure of ESCs to somatic cells homologous with the recipients alters teratoma formation *in vivo* and modifies gene function. Gene expression in the repopulated ESC-like cells was also influenced by this exposure, although the genetic instability primarily caused by stem cell repopulation could not be recovered by co-injection with somatic cells. This suggests that both favorable and adverse effects could be triggered in transplanted stem cells by exposure to syngeneic somatic cells during the cell manipulation procedure. The appropriate selection and use of the co-injected somatic cells might help regulate stem cell function. From a clinical viewpoint, our findings suggest a potential way to regulate differentiation activity *in vivo*, which differs from differentiation *in vitro*. Nevertheless, the detailed actions of co-injected somatic cells remain unclear. It is possible that the simple exposure of stem cells to the host phenotype and the gene expression profile are insufficient to fully explain the effects of co-injected somatic cells observed in the current study. The nature of the somatic cells themselves might also affect the properties of the transplanted stem cells.

A number of somatic cells such as bone marrow cells and adult human fibroblasts have immunosuppressive properties [10], [11]. The co-injection of stem cells with somatic cells may alter the mechanism of host defense against the injected stem cells by inducing both genetic and epigenetic changes. The results of this study suggest that the co-injection of somatic cells decreased the difference in gene expression between parental ESCs and repopulated ESC-like cells. This suggests that the post-injection activity of ESCs in heterologous recipients is affected by the co-injected somatic cells, which provides useful information for the clinical application of stem cell-based therapy. 

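The genes that differed most between the heterologous and the co-injection arrays were higher in the heterologous array: Tnc exceeded the co-injection mean by 5.22 on the log2 scale, Lox by 4.80, Igfbp7 by 4.37, the X-linked Bgn by 4.31 and the cadherin gene Cdh11, which lies on chromosome 8, by 4.26. These 5 are among 21 genes that were more than 2-fold higher than parental ESCs in the heterologous array and more than 2-fold lower in both co-injection arrays; 0 genes showed the opposite pattern. The 21 include Lox and Fbln2 of the fibroblast list, which as a whole had medians of 1.70 (heterologous) and −0.08 (co-injection mean). Different amounts of feeder or host fibroblast RNA in the arrays may contribute, which was not tested. Any such RNA also enters the counts, correlations and SDs that follow. Lower in the heterologous array than in the co-injection mean were Dppa3 (−1.96), Ap1m2 (−1.92), Prss8 (−1.84), the tight junction gene Cldn4 (−1.72) and the homeobox gene Otx2 (−1.70). The direct comparison gave 1113 probe sets, 978 higher and 135 lower in the heterologous array. The correlation with parental ESCs across probe sets was 0.979 for the heterologous array, 0.985 for the homologous array and 0.988 and 0.987 for co-injection batches 1 and 2, and the SD of the log2 differences from parental ESCs was 0.467, 0.391, 0.354 and 0.364; between the 2 batches it was 0.186. The homologous array, which had no co-injected cells, differed from the co-injection mean at 305 probe sets, 48 of them higher and 257 lower in the co-injection mean. The paper reports fewer DEPs after co-injection (Fig. 3B) and proposes in its discussion that the co-injected somatic cells brought the expression of the repopulated cells closer to that of parental ESCs.

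**Figure D2:**
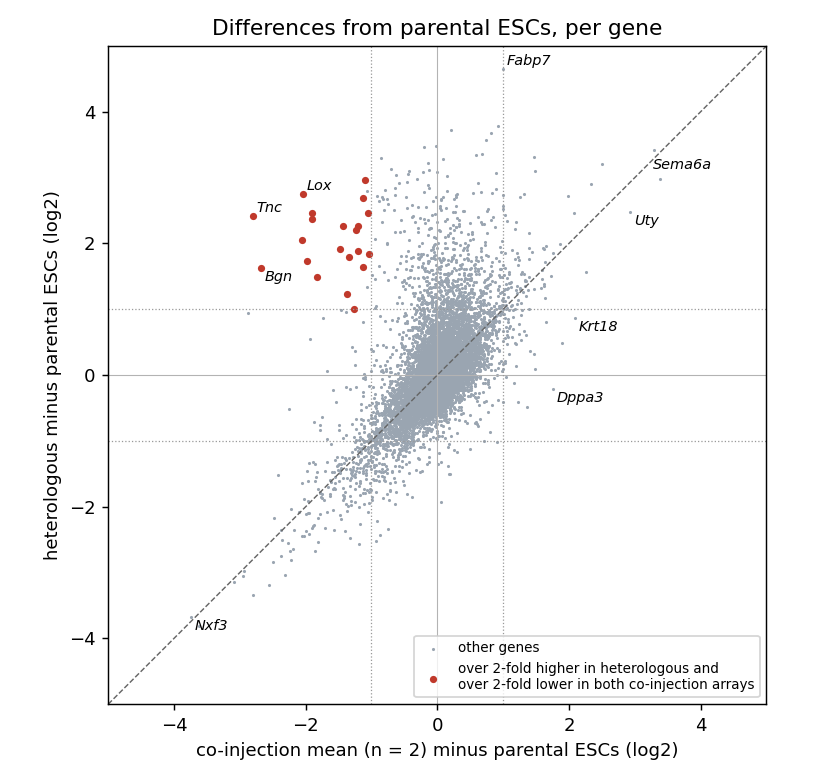
Log2 difference from parental ESCs of each gene in the mean of the 2 co-injection arrays (horizontal axis) and in the heterologous array (vertical axis). Dotted lines mark 2-fold and the dashed line equal differences; the 21 red points are the genes that were more than 2-fold higher in the heterologous array and more than 2-fold lower in both co-injection arrays.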

Aneuploidy is increased markedly in teratoma-derived repopulated ESCs. Incomplete reprogramming or self-renewal under a teratoma niche created after ESC transplantation might cause aneuploidy. A heterologous population of ESCs and other aneuploid tumor cells might also explain these results. Regardless of the reason, the niche created after the injection of stem cells might induce genetic plasticity due to incomplete reprogramming and/or self-renewal. It might also represent the genetic plasticity of either the cancer stem cells or tumor-derived stem cells.

A critical marker demonstrating the pluripotency of ESCs is their ability to form teratoma, which suggests that transplanted ESCs have the ability to differentiate [12]. As such, the expression pattern of development-related genes in the transplanted ESCs was altered by the formation of teratoma. Our results further suggest that the co-injection of somatic cells with ESCs alters the transcription of genes related to anatomical structural morphogenesis, mutilcellular organismal development, anatomical structure development and cellular developmental process. It is possible that co-injection with somatic cells might modulate ESC differentiation *in vivo*. Therefore, the use of appropriate somatic cells during the heterologous transplantation of ESCs might contribute to the regulation of target differentiation and lead to successful cell replacement therapy. However, some genes in the clusters showed *de novo* altered gene expression, regardless of co-injection with somatic cells.

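Taking the heterologous array minus the co-injection mean, genes of mesenchymal transition had a median log2 difference of 1.53 over 13 genes, 11 of them more than 2-fold higher in the heterologous array, led by the transcription factor gene Snai2 (3.44) and the hyaluronan receptor gene Cd44 (3.13). The fibroblast list had a median of 1.66 and that of contractile cells 1.30, with Acta2 (smooth muscle actin) at 3.40, while the collagen family had one of −0.12, with 5 of 44 genes more than 2-fold higher. Epithelial genes went the other way, with a median of −1.19 and 8 of 12 genes more than 2-fold lower in the heterologous array, among them Esrp1 (−1.41), a splicing regulator of epithelial cells. Naive pluripotency genes had a median of −0.60 and trophectoderm genes of −0.47. Of the Hox genes, 10 of 37 were more than 2-fold higher in the heterologous array, Hoxc8 by 2.76. Neuroectoderm genes had a median of 0.23, with Ncam1 at 2.48, TGF-beta and BMP ligands one of 0.07, with the activin subunit gene Inhba at 4.11, and endoderm genes one of 0.00. The comparison rests on 1 heterologous array, and each of the 25 fibroblast genes was higher in it, so any RNA of fibroblasts in that array is counted in these differences.

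**Figure D3:**
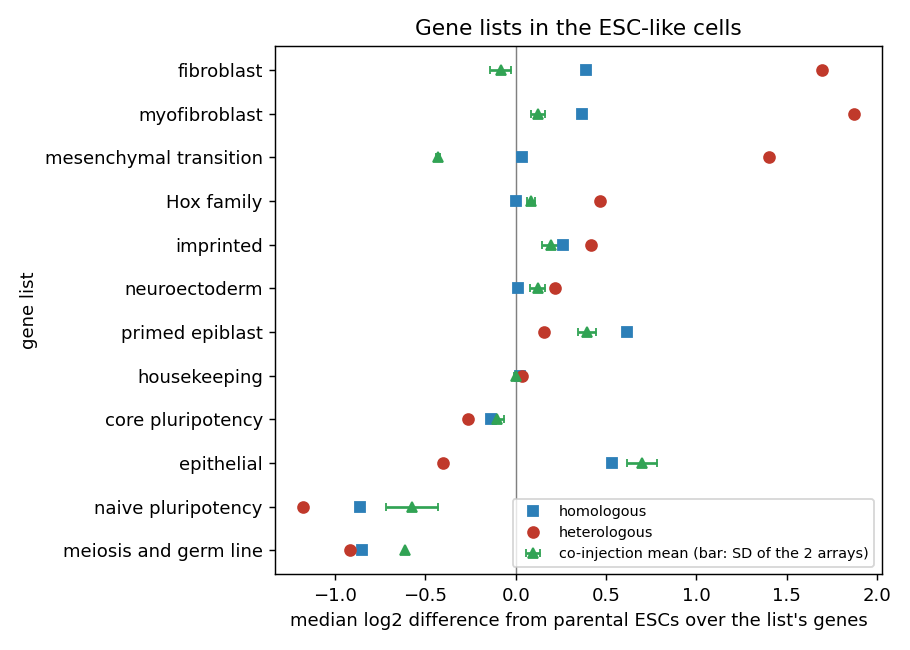
Median log2 difference from parental ESCs (horizontal axis) over the genes of each list (vertical axis) in the homologous array, the heterologous array and the co-injection mean, with the SD of the 2 co-injection medians as a bar. The fibroblast list stands at 1.70 in the heterologous array and at −0.08 in the co-injection mean, and the epithelial list at −0.40 and 0.70.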

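Genes of meiosis and of the germ line were lower than in parental ESCs in all ESC-like cells: the median log2 difference over 23 genes was −0.85 in the homologous array, −0.92 in the heterologous array and −0.61 in the co-injection mean, and none was more than 2-fold higher in any array. In both Groups 9 of them were more than 2-fold lower, where 0.200 would be drawn by the size of the set, without matching on expression. Among these was Dazl, an RNA-binding protein of germ cells (−2.18, −2.03 and −2.22 in the same order). The others were the synaptonemal complex genes Sycp1 and Syce1, Mael, Piwil2, Hormad1, Stag3, Slc25a31 and the X-linked Tex11. The naive pluripotency genes Prdm14, Tbx3 and Tcl1 were more than 2-fold lower in both Groups too. Greb1l was higher by 2.38, 2.90 and 2.34, Mal2 by 2.52, 1.57 and 2.26, and the immunoglobulin superfamily gene Prtg by 1.97, 2.72 and 1.98. Of the 17 genes of the interferon response, Xaf1 (−1.98, −1.72 and −1.82), Oas1a and Ddx58 were more than 2-fold lower in both Groups. The interferon list as a whole was not lower: its medians were −0.01, 0.00 and 0.10, with 8, 9 and 10 genes above parental ESCs. All 4 comparisons use the one parental array, so a peculiarity of that array would appear in each of them. X-linked genes were lower, and the Y-linked Uty and Eif2s3y higher, in all 4 ESC-like arrays than in the parental array. Whether this difference in sex-linked genes contributes to the lower germ line and naive genes was not tested. Their lower values can therefore not be assigned to growth in the teratoma.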

The data from the current study suggest that homologous components (homologous ESCs themselves or co-injection with homologous somatic cells) play crucial roles in ESC differentiation *in vivo*. This highlights the potential importance of genetic compatibility in ESC plasticity after transplantation. However, the re-population of stem cell-like cells in the current study might induce chromosomal instability.

In conclusion, the current study introduces a novel model for understanding stem cell transformation after cell transplantation. A mouse model of homologous or heterologous stem cell transplantation could be used to develop novel techniques for tissue regeneration and regulating differentiation. The use of the simultaneous injection of somatic cells with ESCs might be useful in heterologous recipients and might reduce the risk of unexpected differentiation. Further studies on cell transformation will help distinguish tumorigenic from undifferentiated cells, as well as establish stem cell differentiation in the host.

## Supporting Information

File S1 **Tables S1-S7.**
(DOCX) Click here for additional data file.

# Supplementary material for: The Co-Injection of Somatic Cells with Embryonic Stem Cells Affects Teratoma Formation and the Properties of Teratoma-Derived Stem Cell-Like Cells
**Source:** PLoS One. 2014 Sep 2;9(9):e105975. doi: 10.1371/journal.pone.0105975
**Supplement:** File S1 — Tables S1-S7.

**Table S1.** Gene ontology terms on biological process in level 2 by gene ontology annotation analysis of 815 probe sets that showed differential expression between parental ESCs and ESC-like cells from homologous ESC injection alone.

| Term | Count | % | P-Value | Benjamini |
| --- | --- | --- | --- | --- |
| multicellular organismal development | 145 | 21.4 | 1.4E-13 | 2.6E-11 |
| anatomical structure development | 126 | 18.6 | 7E-12 | 6.4E-10 |
| cellular developmental process | 91 | 13.4 | 1.3E-07 | 8.1E-06 |
| anatomical structure morphogenesis | 64 | 9.4 | 5.9E-06 | 0.00027 |
| negative regulation of cellular process | 62 | 9.1 | 0.00015 | 0.0057 |
| negative regulation of biological process | 67 | 9.9 | 0.00018 | 0.0056 |
| regulation of multicellular organismal process | 44 | 6.5 | 0.00032 | 0.0084 |
| membrane organization | 21 | 3.1 | 0.00048 | 0.011 |
| regulation of developmental process | 33 | 4.9 | 0.0014 | 0.028 |
| negative regulation of developmental process | 17 | 2.5 | 0.0025 | 0.045 |
| positive regulation of biological process | 68 | 10 | 0.0025 | 0.042 |
| positive regulation of cellular process | 60 | 8.8 | 0.0052 | 0.077 |
| ossification | 10 | 1.5 | 0.0069 | 0.092 |
| cell projection organization | 20 | 2.9 | 0.0071 | 0.089 |
| regulation of metabolic process | 116 | 17.1 | 0.0091 | 0.11 |
| embryonic development | 33 | 4.9 | 0.016 | 0.17 |
| antigen processing and presentation | 8 | 1.2 | 0.021 | 0.21 |
| alcohol metabolic process | 20 | 2.9 | 0.023 | 0.21 |
| regulation of cellular component biogenesis | 8 | 1.2 | 0.024 | 0.21 |
| cellular component morphogenesis | 19 | 2.8 | 0.034 | 0.27 |
| synaptonemal complex organization | 3 | 0.4 | 0.039 | 0.29 |
| negative regulation of multicellular organismal process | 8 | 1.2 | 0.041 | 0.3 |
| positive regulation of cellular component organization | 9 | 1.3 | 0.042 | 0.29 |
| anatomical structure formation involved in morphogenesis | 19 | 2.8 | 0.046 | 0.3 |
| reproductive cellular process | 11 | 1.6 | 0.051 | 0.32 |
| response to chemical stimulus | 38 | 5.6 | 0.058 | 0.34 |
| cell death | 24 | 3.5 | 0.059 | 0.34 |
| reproductive process | 28 | 4.1 | 0.064 | 0.35 |
| organic ether metabolic process | 5 | 0.7 | 0.067 | 0.35 |
| vesicle-mediated transport | 22 | 3.2 | 0.072 | 0.37 |
| regulation of molecular function | 25 | 3.7 | 0.073 | 0.36 |
| reproductive developmental process | 14 | 2.1 | 0.082 | 0.39 |
| cell motion | 18 | 2.7 | 0.083 | 0.38 |
| positive regulation of developmental process | 12 | 1.8 | 0.083 | 0.37 |
| fertilization | 6 | 0.9 | 0.084 | 0.37 |
| negative regulation of immune system process | 6 | 0.9 | 0.096 | 0.4 |

**Table S2.** Gene ontology terms on biological process in level 2 by gene ontology annotation analysis of 1,461 probe sets that showed differential expression between parental ESCs and ESC-like cells from heterologous ESC injection alone.

**Table S3.** Gene ontology terms on biological process in level 2 by gene ontology annotation analysis of 618 probe sets that showed differential expression between parental ESCs and ESC-like cells from co-injection of ESCs and MFF batch 1.

| Term | Count | % | P-Value | Benjamini |
| --- | --- | --- | --- | --- |
| multicellular organismal development | 90 | 18 | 0.000073 | 0.011 |
| anatomical structure development | 75 | 15 | 0.00099 | 0.075 |
| cellular developmental process | 55 | 11 | 0.01 | 0.41 |
| Ossification | 8 | 1.6 | 0.014 | 0.43 |
| regulation of cellular component biogenesis | 7 | 1.4 | 0.021 | 0.48 |
| negative regulation of developmental process | 12 | 2.4 | 0.022 | 0.43 |
| synaptonemal complex organization | 3 | 0.6 | 0.023 | 0.41 |
| membrane organization | 13 | 2.6 | 0.033 | 0.48 |
| positive regulation of cellular process | 43 | 8.6 | 0.039 | 0.5 |
| positive regulation of growth | 5 | 1 | 0.046 | 0.52 |
| positive regulation of biological process | 47 | 9.4 | 0.047 | 0.5 |
| taxis | 7 | 1.4 | 0.048 | 0.48 |
| alcohol metabolic process | 15 | 3 | 0.054 | 0.49 |
| regulation of multicellular organismal process | 27 | 5.4 | 0.058 | 0.49 |
| regulation of developmental process | 21 | 4.2 | 0.058 | 0.47 |
| translational initiation | 4 | 0.8 | 0.063 | 0.47 |
| extracellular structure organization | 8 | 1.6 | 0.069 | 0.48 |
| negative regulation of cellular component organization | 6 | 1.2 | 0.074 | 0.49 |
| negative regulation of biological process | 41 | 8.2 | 0.082 | 0.51 |
| cell adhesion | 20 | 4 | 0.086 | 0.51 |
| positive regulation of locomotion | 4 | 0.8 | 0.089 | 0.5 |
| regulation of growth | 11 | 2.2 | 0.092 | 0.5 |
| negative regulation of cellular process | 37 | 7.4 | 0.093 | 0.49 |
| fertilization | 5 | 1 | 0.1 | 0.5 |
| positive regulation of transport | 7 | 1.4 | 0.1 | 0.48 |

**Table S4.** Gene ontology terms on biological process in level 2 by gene ontology annotation analysis of 630 probe sets that showed differential expression between parental ESCs and ESC-like cells from co-injection of ESCs and MFF batch 2.

| Term | Count | % | P-Value | Benjamini |
| --- | --- | --- | --- | --- |
| multicellular organismal development | 95 | 19.1 | 4.4E-06 | 0.00068 |
| anatomical structure development | 80 | 16.1 | 0.000077 | 0.006 |
| cellular developmental process | 62 | 12.5 | 0.00033 | 0.017 |
| positive regulation of cellular process | 48 | 9.7 | 0.0043 | 0.15 |
| positive regulation of biological process | 51 | 10.3 | 0.0099 | 0.27 |
| ossification | 8 | 1.6 | 0.014 | 0.31 |
| membrane organization | 14 | 2.8 | 0.015 | 0.29 |
| negative regulation of biological process | 45 | 9.1 | 0.018 | 0.3 |
| regulation of developmental process | 23 | 4.6 | 0.02 | 0.29 |
| negative regulation of developmental process | 12 | 2.4 | 0.022 | 0.29 |
| synaptonemal complex organization | 3 | 0.6 | 0.023 | 0.28 |
| anatomical structure morphogenesis | 38 | 7.6 | 0.029 | 0.32 |
| negative regulation of cellular process | 40 | 8 | 0.031 | 0.31 |
| regulation of multicellular organismal process | 28 | 5.6 | 0.036 | 0.34 |
| taxis | 7 | 1.4 | 0.048 | 0.4 |
| reproductive cellular process | 9 | 1.8 | 0.059 | 0.44 |
| translational initiation | 4 | 0.8 | 0.063 | 0.45 |
| regulation of cellular component biogenesis | 6 | 1.2 | 0.064 | 0.44 |
| positive regulation of cellular component organization | 7 | 1.4 | 0.075 | 0.47 |
| positive regulation of locomotion | 4 | 0.8 | 0.089 | 0.52 |
| embryonic development | 23 | 4.6 | 0.089 | 0.5 |
| regulation of growth | 11 | 2.2 | 0.092 | 0.49 |
| transport | 67 | 13.5 | 0.093 | 0.48 |
| regulation of metabolic process | 82 | 16.5 | 0.099 | 0.49 |
| positive regulation of transport | 7 | 1.4 | 0.1 | 0.48 |

**Table S5.** Gene ontology terms on biological process in level 2 by gene ontology annotation analysis of 839 probe sets that showed both differential expression between parental ESCs and Group I and no differential expression between parental ESCs and Group II.

**Table S6.** Gene ontology terms on biological process in level 2 by gene ontology annotation analysis 90 probe sets that showed both no differential expression between parental ESCs and Group I and differential expression between parental ESCs and Group II.

| Terms | Count | % | P-Value | Benjamini |
| --- | --- | --- | --- | --- |
| regulation of molecular function | 7 | 9.6 | 0.01 | 0.58 |
| regulation of metabolic process | 17 | 23.3 | 0.033 | 0.75 |
| positive regulation of biological process | 10 | 13.7 | 0.065 | 0.85 |
| positive regulation of transport | 3 | 4.1 | 0.075 | 0.81 |
| positive regulation of cellular process | 9 | 12.3 | 0.079 | 0.75 |

**Table S7.** Gene ontology terms on biological process in level 2 by gene ontology annotation analysis of 338 probe sets that showed differential expression between parental ESCs and all the other clusters.

| Terms | Count | % | P-Value | Benjamini |
| --- | --- | --- | --- | --- |
| multicellular organismal development | 53 | 19.3 | 0.00026 | 0.035 |
| cellular developmental process | 38 | 13.8 | 0.00047 | 0.032 |
| anatomical structure development | 43 | 15.6 | 0.0041 | 0.17 |
| synaptonemal complex organization | 3 | 1.1 | 0.007 | 0.22 |
| sexual reproduction | 12 | 4.4 | 0.012 | 0.28 |
| reproductive cellular process | 7 | 2.5 | 0.025 | 0.44 |
| regulation of cellular component biogenesis | 5 | 1.8 | 0.028 | 0.43 |
| ossification | 5 | 1.8 | 0.049 | 0.58 |
| membrane organization | 8 | 2.9 | 0.064 | 0.64 |
| gamete generation | 9 | 3.3 | 0.066 | 0.61 |
| fertilization | 4 | 1.5 | 0.069 | 0.59 |
| anatomical structure morphogenesis | 21 | 7.6 | 0.085 | 0.64 |

How the deposited data were processed for this re-analysis (not part of the article)

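Affymetrix GeneChip Mouse Gene 1.0 ST arrays of 5 samples were used: parental ESCs, ESC-like cells after homologous and after heterologous injection of ESCs alone (1 array each), and ESC-like cells after co-injection of ESCs and MFF (n = 2). Which array is which condition was taken from the sample labels and the paper. The authors extracted intensities with GCOS, applied RMA with quantile normalization and took log2; the versions of both are not given in the sources used here. The values used are this processed table of 35556 probe sets per array, with no further normalization. Array values ran from 2.77 to 14.0.

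Probe sets were named from the platform annotation: 21789 have exactly 1 gene symbol, 1621 have several and 12146 have none, and genes were named only from those with exactly 1. The 6617 probe sets before the first named one in the table have no symbol. Chromosomes and gene order come from the GRCm38.p6 annotation (GCF_000001635.26), over genes whose mean value was above the median of all values, 7.49; no build is given for the array table, so no positions are printed.

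Differences are log2 values of one array, or the mean of the co-injection pair, minus those of another. A probe set was counted when the difference was over 1 (2-fold), as in the paper. Group I is the heterologous array and Group II the homologous and both co-injection arrays; a probe set belongs to Group II when all 3 arrays pass in 1 direction. With 1 array per condition outside the pair, no test was made for the main values. A limma fit (version 3.58.1, eBayes, Benjamini-Hochberg adjustment) with all 5 arrays was run as an alternative; it rests on 1 residual degree of freedom and 0.818 prior ones. The fold rule and limma were tested on simulated data: of 100 probe sets given a log2 change of 1.5 in the heterologous against the parental array, the fold rule found 100% and limma 82.0%, and of 100 given a change of 3 both found 100%; 2 unchanged probe sets passed the fold rule and 0 passed limma. The simulated noise is normal with the SD of the co-injection pair in each bin of expression; the pair itself differed at 103 probe sets, so the simulation counts too few calls among unchanged probe sets. Probe sets of a bin share the same SD in the simulation. Its limma percentages therefore do not tell how many real changes the fit to these arrays would find. A lack of limma calls in the real data is no evidence that probe sets were unchanged.

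Gene lists were fixed before the data were examined: core, naive and primed pluripotency, primitive streak, endoderm, mesoderm, neuroectoderm, trophectoderm, fibroblast, contractile cells (myofibroblast), mesenchymal transition, epithelial, TGF-beta and BMP ligands, macrophage, meiosis and germ line, 2-cell stage, imprinted, antigen presentation, interferon response, p53 targets, chromosome segregation, hypoxia and glycolysis, housekeeping, Y-linked, X inactivation (Xist), and the Hox, Wnt, Fgf, collagen and olfactory receptor families. Each list median was set beside 10000 random lists matched on mean value in 10 bins. Genes without a probe set of their own symbol were not analysed here. Genes were named by a rule also fixed beforehand: genes the paper names, the 10 largest differences in each direction per comparison, the 10 largest per Group set, and the 2 highest and 2 lowest members of a list. Members of the Group sets outside this rule, the genes at chromosome splits and the collagen genes of the closing section were chosen after their values were seen.

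Alternatives were other fold thresholds (1.5 and 3), leaving out dim probe sets, only probe sets with 1 symbol, cyclic loess on top of the deposited values, limma, other definitions of Group II, leaving out each co-injection array, and other clusterings. Chromosome medians, 5 parts per chromosome (for the first part of chromosome 12 with an interval from 10000 bootstrap draws of its genes, 2.5% left out on each side) and a search for the best split of each chromosome (at least 20 genes on a side, differences limited to 2) were computed as well; the search covered 20 chromosomes and 6 comparisons, 120 in all. Background correction and the slide as a block were not run, because scanner files were not used here. The DAVID annotation, RT-PCR, karyotypes, microsatellites and embryoid bodies are other experiments and were not repeated. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3 were used.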

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

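The tests on the 5 parts of chromosomes X, 8 and 12 were written before those parts were computed, though the medians of whole chromosomes had been seen; the other tests in this section, the search for splits and the values of the first and last part of chromosome 12 included, were chosen after the result was seen.

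Sex-linked genes, which the paper does not discuss, differed between the parental array and all 4 ESC-like arrays. The median over 359 X-linked genes was −0.44 (homologous), −0.47 (heterologous), −0.49 and −0.48 (co-injection batches 1 and 2), 69.4% of them were lower in all 4 arrays against 28.3% of 11229 autosomal genes, and the Y-linked Uty (3.45, 2.48 and 2.93 in the homologous, heterologous and co-injection mean) and Eif2s3y (2.54, 3.20 and 2.50) were higher, while the other 5 of 7 Y-linked genes stayed within 2-fold. The X-linked median stayed at −0.43 or lower after cyclic loess, which argues only against a bias between arrays that varies with intensity. Cyclic loess takes no account of chromosomes, so other effects of normalization were not tested. Loss of an X chromosome alone is argued against by the Y-linked genes (smallest difference 2.48). Male fibroblasts as the source of the Y-linked RNA stay open in all 4 arrays. The fibroblast medians were −0.084 in the co-injection mean, 0.39 in the homologous and 1.70 in the heterologous array. They measure the amount of fibroblast RNA relative to the parental array and not its sex, and all cells were grown on feeder fibroblasts. A parental array of cells with other sex chromosomes (another line, a wrong label or a mixed population) stays open: all 20 parts of the X-linked genes (5 in each of 4 arrays) lay below the value under which 2.5% of autosomal ones fall, but loss of an X would give this too, so it does not single out the parental array. A microsatellite match would not exclude it, since siblings of an F1 cross carry the same autosomal alleles, and every array difference from parental ESCs uses this array.

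Genes of 2 autosomes differed as groups, in a grouping by chromosome that the paper does not make. On chromosome 8 the median was 0.26 in the homologous and 0.22 and 0.25 in the co-injection arrays, with 0.04 in the heterologous array. On chromosome 12 the median was 0.24 in the heterologous array, with 0.61 for the genes after Mideas. The last of the 5 parts of chromosome 12 was higher in the homologous (0.13) and co-injection arrays (0.14 and 0.18) too, but by less. A bias between arrays that varies with intensity is argued against by medians of at least 0.21 (chromosome 8) and of 0.29 (whole chromosome 12) after cyclic loess. Other effects of normalization were not tested. Without genes over 2-fold the medians were at least 0.22 (chromosome 8) and, lower than the 0.24, 0.14 (chromosome 12). That setting does not decide whether a few strongly changed genes contribute. It removes genes by the change itself, and a median is little moved by a few genes. For chromosome 8, all 15 parts (5 in each of 3 arrays) were above the value that 2.5% of the parts of other autosomes exceed, which a gain could give. Its medians were 0.44 (homologous) and 0.40 (co-injection mean) of the 0.585 of 1 extra copy. The X-linked medians were a similar share, 0.44 to 0.50, of the log2 change of −1 for loss of an X. Whether a gain would be in part or all of the cells therefore stays open. For chromosome 12 3 of 5 parts were above that value, which met neither bound written beforehand. A gain of the whole chromosome 12 is argued against by its first part, at −0.0018 (bootstrap interval −0.09 to 0.05) beside 0.87 in the last. A gain of its distal part may contribute, but 1 extra copy in every cell would give 0.585, less than the 0.87 of the last part, and the 0.61 is over genes picked by the best split, so the cause is left open. The paper's karyotypes count chromosomes without naming them, and a biological cause such as selection in the teratoma was not tested.

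Fibroblast genes separated the heterologous array from the co-injection arrays: 100% of the 25 genes were higher in it. RNA of feeder or host fibroblasts may contribute to this, since the cells were grown on fibroblasts. Between parental ESCs and the heterologous array, Col1a1 rose from 8.88 to 11.21 and Col1a2 from 8.38 to 10.08. Col3a1 rose from 7.58 to 8.16. These genes were chosen after their values were seen, and Col1a1 and Col1a2 are on the fibroblast list, so they are no separate evidence. The 44 collagen genes had a median of −0.0043 in the heterologous array, with 18 above parental ESCs and 5 more than 2-fold higher. Xist, which female somatic cells express, was higher in the heterologous array alone. Its differences were 1.62 there, −0.0088 in the homologous array and −0.48 in the co-injection mean. Of the 25 genes, 14 are above the median of all values in parental ESCs, with 8 shared with the collagen list. Dilution of ESC RNA by other cells is argued against as the source of the genes lower in that array, since the core pluripotency median was −0.15 relative to the co-injection mean. Mesenchymal differentiation of the ESC-like cells, which the design would allow, was not tested.

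Other values stood out in groupings of genes that the paper does not report. Genes of chromosome 6 after the best split had medians of 0.20 in the homologous array and 0.17 in the co-injection mean; outside chromosomes 6 and 12 the highest split statistic was 5.36. The 21 genes higher in the heterologous and lower in both co-injection arrays moved in opposite directions in these groups. Different amounts of feeder or host fibroblast RNA may contribute. The cause of the difference was not tested.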

How the results depend on the processing

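Comparisons against the homologous array, without the heterologous array, without sex chromosomes and chromosomes 8 and 12, and without probe sets before the first named one were chosen after the result was seen. Of 93 alternatives for counts, 56 stayed within 1.5 times the main count.

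At 1.5-fold the counts were 3489 (homologous), 4378 (heterologous), 2972 and 3010 (batches 1 and 2), 2696 (co-injection mean), 7039 (any), 1899 (Group I only), 361 (Group II only), 1202 (both) and 631 (between batches); at 3-fold they were 276, 601, 206, 207, 200, 775, 422, 28, 109 and 11. With exactly 1 gene symbol they were 670 (homologous), 481, 485, 468, 1588 (any), 71 (Group II only) and 1 (between batches). limma with 2-fold and adjusted p under 0.05 gave 0 in the homologous, 0 in the heterologous and 0 in the co-injection comparison. With 2-fold and an unadjusted p under 0.05, limma gave 920, 1575 and 668 in the same order. Against the homologous array the heterologous count was 940 and the co-injection count 305; without the heterologous array 1493 remained in the union. Group II only became 229 with the mean of its arrays and 180 without the homologous array. Between batches, 20 were left without dim probe sets and 5 without those before the first named one. Without genes on X, Y, 8 and 12 the heterologous count was 1496 and the homologous 901. Settings that leave out probe sets test fewer of them; for the others the cause was not tested.

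After cyclic loess the differences from the heterologous array were −2.06 and −1.75 for Bmp1 (co-injection, homologous), −3.58 for Tgfb3 (co-injection) and −1.66 and −2.30 for Wnt8a. The olfactory receptor median of the heterologous array turned to 0.0245. Of 330 alternatives for list medians 222 stayed within their limit, 107 moved beyond it and 1, of a median in the outer 2.5% of random lists on either side, turned sign; of all list medians 21 did. The largest move was 2.35: without dim genes the Y-linked medians became 2.54, 2.48 and 2.50 (homologous, heterologous, co-injection mean), with 3 of 7 genes left. Of the 14 macrophage genes only 1, Cd68, was left, so no list median is given for them. The same setting gave −1.15, −1.28 and −0.87 for germ line genes, 1.02 for Hox, 0.59 for neuroectoderm and −0.24 for interferon genes in the heterologous array; it left 14 of 23, 22 of 37, 10 of 14 and 10 of 17 genes of these lists.

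At 1.5-fold, 191 of the Group II only probe sets were higher and 170 lower, against 34 and 75 at 2-fold. In the homologous array more probe sets were lower than higher without dim ones (399 higher, 426 lower), with 1 gene symbol (328, 342) and at 3-fold (104, 172).

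With all genes in place of expressed ones, medians that lay in the outer 2.5% of random gene sets on either side turned sign on chromosomes 2 (0.0303), 5 (0.0198), 9 (0.0198), 16 (0.0157) and 17 (0.0221) in the co-injection mean and 8 (−0.0059) in the heterologous array, and became 0.11 and 0.16 on chromosome 8 (homologous, co-injection), 0.11 on chromosome 12 and −0.15, −0.16 and −0.13 on X. Without genes over 2-fold they were 0.14 on chromosome 12 and −0.39, −0.42 and −0.45 on X; after loess 0.29 on chromosome 12 and −0.43 and −0.44 on X (homologous, heterologous). Signal over background is not part of the values used here, so how far it limits dim genes was not tested.

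No paired analysis was possible because only the co-injection condition has more than 1 array. Background correction and a slide block were not run, since scanner files were not used here.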

Differences from the paper's values

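No count of the main setting met the rule for a difference from the paper, which asks for more than 1.5 times. For the homologous cells the paper reports more lower than higher probe sets; here 539 were higher and 514 lower. Settings fixed beforehand turned this: 399 and 426 without dim probe sets, 328 and 342 with 1 gene symbol, and 104 and 172 at 3-fold; so did 383 and 446 without the probe sets before the first named one, chosen after seeing the values. It stayed at 1.5-fold (1929 and 1560), after cyclic loess (565 and 504) and, chosen after seeing the values, without genes on X, Y, 8 and 12 (461 and 440). At the paper's own 2-fold threshold the 10 counts were 1.07 to 1.42 times the paper's. The paper's total of 1856 is described as among the cell populations; it was set beside probe sets that differ from parental ESCs in any ESC-like array, 2489. Over any pair of the 5 arrays, a reading fixed beforehand, there were 3206, more than 1.5 times the paper's. Other definitions of Group II, also fixed beforehand, gave 229 (mean of its arrays), 180 (without the homologous array) and 145 (without batch 1) for Group II only, against the paper's 90. Leaving out dim probe sets, an alternative set before the data were examined, gave 0.950 to 1.07 times the paper's counts, for example 825 against the paper's 815 for the homologous array. Leaving out the probe sets before the first named one, chosen after seeing the values, gave 1.00 to 1.12 times, and its count for both Groups, 338, equals the paper's; how many of the paper's own probe sets this drops is not known, as the paper lists none. Without genes on X, Y, 8 and 12, also chosen after seeing the values, the heterologous count was 1496, Group I only 870 and Group II only 93, against the paper's 1461, 839 and 90. Ratios of the Fig. 4 genes were 0.887 to 1.01 times those read by eye from the figure.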

Other observations

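No test in this part was chosen after the result was seen. Imprinted genes lay above parental ESCs (medians 0.26 homologous, 0.42 heterologous and 0.20 ± 0.050 co-injection mean, SD of the medians, n = 2; 0.19 in batch 1 and 0.12 in batch 2), among them Igf2 (1.41, 2.74 and 1.31), Nnat (1.34 in the co-injection mean) and Rian (1.34, 1.76 and 1.18), the last on the distal part of chromosome 12 in the region with higher genes in the heterologous array; Plagl1 was lower in the homologous array (−1.58) and the co-injection mean (−1.24). Antigen presentation genes had medians of 0.20, 0.11 and 0.24 ± 0.042, with B2m at 1.31, 2.15 and 0.76. Interferon response genes had medians of −0.01, 0.00 and 0.10 ± 0.043 (0.06 in batch 2), p53 targets 0.16, 0.26 and 0.18 ± 0.057, and hypoxia genes 0.07 in the heterologous array. Genes of chromosome segregation had medians of 0.01, −0.25 and 0.01 ± 0.0088, with 0 of 20 over 2-fold. Genes of the 2-cell stage had medians of −0.48, −0.15 and −0.32, the last outside the medians of its single arrays, −0.22 and −0.21. Y-linked genes had medians of 0.19, 0.14 and 0.22 ± 0.034.

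Genes that the paper measured by PCR in these cells or in embryoid bodies had these array differences in undifferentiated cells (homologous, heterologous, co-injection mean): Pou5f1 −0.31, −0.28 and −0.22; Nanog −0.60, −0.72 and −0.66; Tdgf1 0.04, 0.01 and 0.00; Zfp42 −0.78, −1.63 and −0.65; Nes 1.28, 2.52 and 1.00; Pax6 0.73, 1.53 and 0.49; Kdr 0.04, −0.17 and 0.00; Acta2 0.56, 1.92 and −1.48; Afp 0.00, −0.04 and 0.05. Actb, the reference gene of the PCR, differed by 0.04 in the heterologous array and −0.02 in the co-injection mean.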
